A study of Cucumis sativus with 6 samples. Its data were reported in "Genome-wide identification of MAPK, MAPKK, and MAPKKK gene families and transcriptional profiling analysis during development and stress response in cucumber" (2015).

How the data were processed

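The expression of 58 MAPK cascade genes was measured in 6 cucumber samples of the cultivar Jinyan No.4, namely root, stem, leaf, female flower bud, male flower bud and fruit. Per the study's methods, RNA was extracted with TRIZOL, reverse-transcribed and amplified with SYBR Green on a BIO-RAD CFX96 machine, with EF1a as the internal control and relative expression from the comparative Ct method. Tables of 3 kinds were deposited. The first holds the average Ct of each target gene in cycles, averaged by the authors over replicates; the study states biological and technical replicates for each sample, but 1 averaged value per gene and sample was used here, without its spread. The second holds the deposited ratio of each target to the housekeeping gene, which the authors computed as an efficiency of 2 raised to the negative difference of the average Ct values. The third holds the authors' fold change, the same ratio divided by 1 control value per block of genes. Its values are exactly 1 for CsMPK20-2 in sample 6, CsMKK6 in sample 5 and CsRAF37 in sample 6, so fold changes cannot be compared between the 3 blocks. Sequencing depth does not apply, and the precision of each value is unknown because no replicate values were used here.

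Each table has 6 value columns, numbered and without a tissue. No label carries such a number, so none of the 18 columns was matched to a tissue, and the order of columns was not used. The columns were analysed only as numbered samples. Over samples the median and the range are given in place of a mean and SD, which the plan had foreseen, and the planned comparison of male and female flower buds was not made.

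The EF1a Ct is not a column of the tables. It was derived for each gene as the Ct plus log2 of the deposited ratio, and rows within 0.01 cycles of each other were counted as one. The 58 genes gave 21 distinct rows, the largest shared by 14 genes, so genes were normalised to EF1a readings that differed among sets of genes. Without CsMPK4-2, the implied EF1a Ct differed among rows by 2.59 to 4.93 cycles within a sample. A gene's differences between samples therefore carry the error of its own EF1a row. For CsRAF3 the Ct in sample 6 is blank, and its deposited ratio there was used as given. The ratios of CsMPK4-2 repeat those of CsMPK3, and CsMPK4-2 was left out of all results over genes, which leaves 57 genes. Symbols written CsMAPK in the tables are given as CsMPK, as in the study. There are 3 identifiers that stand for 2 genes each: Csa1M532310.1 for CsMEKK13 and CsRAF34, Csa1M046910.1 for CsRAF24 and CsZIK11, and Csa5M148620.1 for CsZIK5 and CsZIK6. The study lists them for CsMEKK13 (as CsMAPKKK13), CsZIK11 and CsZIK6. It gives other identifiers for CsRAF34, CsRAF24 and CsZIK5, so which genes the values under these names describe is open. None of the 58 identifiers was found in the RefSeq gene table of the assembly Cucumber_9930_V3, so no name or coordinate was taken from it.

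The level of a gene was log2 of the deposited ratio. Its difference in a sample was the level minus the median of the other 5 samples, and genes were called higher or lower at 1 log2 unit (2-fold) or more. A gene was preferential when its highest level was at least 1 log2 unit above its second highest. The median difference of each of 11 gene lists was placed among 10000 random lists of the same size, each member replaced by one of the 15 genes nearest in mean level (seed 1). The member itself and other list members were among those 15, and a gene could be drawn repeatedly. Duplicated genes were compared by Pearson's r and Spearman's rho with two-sided exact permutation tests over all 720 pairings and Benjamini-Hochberg adjustment over 6 pairs. The rules, lists and tests were fixed before the data were examined. The text names, per sample, the 4 largest differences among the genes called higher and the 2 largest among those called lower, every preferential gene, the 4 genes of highest and the 4 of lowest mean level, the members of duplicated pairs, and the genes the study names for their profiles. CsMPK9-1 and CsRAF39-2, named for their narrow range, and CsMPK3 and CsMEKK13, where named for their range or as an exception of a list, were chosen after their values were seen, as was CsMPK9-1 among the highest levels in the other settings.

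The settings tried as well, as planned before the data were examined, were the median Ct of all target genes as reference, an efficiency of 1.9 per cycle, leaving out Ct above 35, the authors' fold-change table, the mean of the other samples as baseline, Spearman's rho, and leaving out the 2 farthest samples. Settings chosen after the data were seen were one common EF1a Ct per sample (the median of the distinct rows), leaving out sample 6, and other treatments of CsMPK4-2. If distinct EF1a rows stem from runs with different cDNA input, the common EF1a Ct and the median target Ct drop the correction for it. Which of these levels is closer to the truth was not tested. The code of the call rule was tested on simulated data with known changes far above the limit and an assumed noise, which checks the code and says nothing of the precision of the measured values. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.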

Results

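Transcript levels of 58 cucumber genes of the mitogen-activated protein kinase (MAPK) cascade were measured by quantitative reverse-transcription PCR. In this cascade a MAPKK kinase (MAPKKK) activates a MAPK kinase (MAPKK), which in turn activates a MAPK. The genes were 11 MAPK genes (CsMPK), 6 MAPKK genes (CsMKK) and 41 MAPKKK genes, of which 10 belonged to the MEKK group, 22 to the RAF group and 9 to the ZIK group. The 6 labelled samples were root, stem, leaf, female flower bud collected about 3 days before anthesis, male flower bud about 1.0 cm long, and fruit collected 10 days after pollination, with 1 sample per tissue. The deposited tables number their columns from 1 to 6 and do not state which number is which tissue. Values are therefore given by sample number, and no tissue is assigned to any of them. With 1 averaged value per gene and sample no replicate error was available, so differences were judged by a fixed size of 2-fold and carry no p-value.

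The median threshold cycle (Ct, the PCR cycle at which the product is detected, lower for more abundant transcripts) of the target genes was 30.0, 29.4, 29.6, 30.2, 30.3 and 31.8 cycles in samples 1 to 6. Of the 347 Ct values, 16 were above 35 cycles, where detection is less precise, and 9 of these were in sample 6. Level is given on the log2 scale relative to EF1a, the elongation factor gene used as reference. Genes are named by the symbols of the study, and the identifiers of the tables are given for the genes with the largest differences. No chromosomal position is given, because none of the 58 identifiers was found in the RefSeq gene table used here.

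Levels differed widely among genes. CsRAF22 (Csa2M070870.1), CsMPK16 (Csa6M061230.1), CsMPK20-1 (Csa6M179480.1) and CsMPK1 (Csa2M361890.1) had the highest mean levels. Their median levels over the 6 samples were -2.23, -2.71, -3.18 and -3.54. CsRAF37 (Csa6M502000.1), CsZIK8-1 (Csa3M062560.1), CsZIK1 (Csa4M332110.1) and CsRAF35 (Csa2M049880.1) had the lowest, with median levels of -10.32, -11.29, -11.27 and -10.66. In the authors' deposited table CsRAF22 lay between 0.138 and 0.390 of EF1a, and CsZIK8-1 between 0.000173 and 0.00122. Among the genes singled out by the study for their profiles, CsMPK13 had a median level of -7.89, CsMKK3 of -6.43, CsMKK6 of -7.36 and CsRAF10 of -8.62, against a median of -6.38 over all 57 genes analysed. The study describes CsMPK13, CsMKK3, CsMKK6 and CsZIK8-1 as very low in every organ tested, and CsRAF10 as low in nearly all. By median level CsMKK3 ranked 30th of the 57 genes and 5th of the 6 MAPKK genes, so it lay near the median of all genes. Genes were divided by different EF1a readings and primers can differ in efficiency, so these levels rank genes only roughly. With one common EF1a Ct per sample, a setting chosen after the data were seen, the 4 highest mean levels were those of CsMPK20-1, CsMPK9-1, CsMPK6 and CsRAF22, at -0.80, -2.20, -2.20 and -2.39. CsMPK16 and CsMPK1 came 6th and 7th. With the median Ct of the target genes as reference, the order of genes with all 6 Ct values is the same by construction. Both settings subtract 1 value per sample from every gene. The 4 genes that were lowest with the deposited ratios were also the 4 lowest with the common EF1a Ct.

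Most genes also varied among samples. The highest sample was at least 4-fold above the lowest for 42 of 57 genes and at least 10-fold for 23, with a median range of 6.60-fold. CsMEKK17-2 (Csa7M043040.1) spanned 393-fold, CsRAF37 264-fold, CsZIK1 153-fold and CsMEKK13 (Csa1M532310.1) 133-fold. The low end of each of these 4 ranges was a Ct above 35 cycles. Without such values the ranges were 9.92-fold, 2.19-fold, 56.4-fold and 16.1-fold. That of CsRAF37 then covered samples 2 to 4 alone, and that of CsZIK1 samples 1 to 3. CsMPK9-1 and CsRAF39-2 varied least, with ranges of 1.86-fold and 1.89-fold, but these were 6.20-fold and 2.01-fold with the median target Ct and 2.49-fold and 2.47-fold with the common EF1a Ct. The median range was 14.7-fold among MEKK genes and 12.8-fold among ZIK genes, against 4.55-fold among MAPKK genes. Without Ct values above 35 these medians were 6.70-fold, 6.13-fold and 4.55-fold, and 38 genes spanned at least 4-fold and 17 at least 10-fold. The 3 family medians were 7.53-fold, 6.32-fold and 5.25-fold with the median target Ct, and 14.1-fold, 17.7-fold and 6.36-fold with the common EF1a Ct. In these 2 settings 45 genes each spanned at least 4-fold, and 20 and 23 at least 10-fold.

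**Figure D1:**
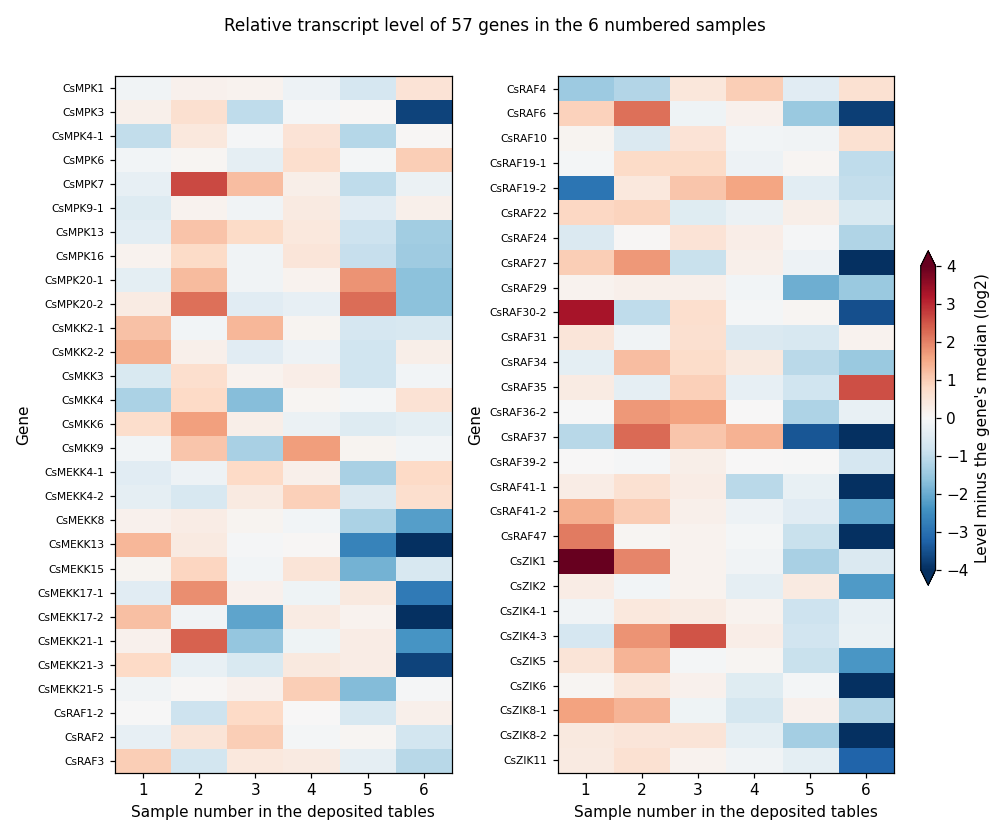
Level of 57 genes (vertical axis) in the 6 numbered samples (horizontal axis), as the log2 difference from each gene's own median, from blue (lower) to red (higher); the colours end at -4 and 4. Sample 6 held the lowest level of 31 genes and sample 2 the highest level of 22 genes.

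To find genes higher or lower in one sample, each level was set against the median of the other 5 samples. Sample 2 had the most genes at least 2-fold higher, 19, against 4 at least 2-fold lower. Sample 6 had the most lower genes, 30, against 5 higher, and sample 5 had 19 lower and 2 higher. There were 14 higher and 5 lower genes in sample 1, 10 and 6 in sample 3, and 6 and 1 in sample 4. The median difference over all genes was 0.20, 0.68, 0.29, 0.11, -0.76 and -1.25 log2 units in samples 1 to 6. With Ct values above 35 left out, the lower genes numbered 22 in sample 6 and 17 in sample 5. With the common EF1a Ct, a setting chosen after the data were seen, higher and lower genes numbered 13 and 4, 17 and 4, 9 and 9, 12 and 5, 2 and 18, and 1 and 34. In samples 1 to 3, 12 and 4, 15 and 2, and 5 and 6 of them were also called with the deposited ratios. In samples 4 to 6, 4 and 1, 2 and 13, and 1 and 28 were. The median differences were then 0.50, 0.66, 0.19, 0.14, -0.66 and -1.45. With the median Ct of the target genes in place of EF1a, higher and lower genes numbered 10 and 10, 8 and 12, 5 and 9, 16 and 4, 8 and 13, and 18 and 18 in samples 1 to 6. In samples 1 to 3, 10 and 4, 8 and 3, and 3 and 6 of them were also called with the deposited ratios. In samples 4 to 6, 5 and 1, 2 and 11, and 5 and 18 were. The median differences became -0.18, -0.04, -0.12, 0.48, -0.21 and 0.20. This reference centres every sample on the same median, so its balanced counts were largely set in advance. They cannot show whether the splits depend on EF1a.

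In sample 1, CsZIK1, of the ZIK kinases related to plant WNK kinases, was 68.8-fold above the median of the other samples. That median rests on Ct values above 35 in samples 4 to 6, and the difference fell from 6.10 to 4.92 log2 units when they were left out. CsRAF30-2 (Csa6M058190.1) was 10.5-fold higher, CsRAF47 (Csa6M520410.1) 4.49-fold and CsZIK8-1 3.41-fold. CsRAF19-2 (Csa1M046040.1) was 10.3-fold lower and CsRAF37 4.73-fold lower. CsRAF37 in sample 1 was itself read at a Ct above 35, 35.7 cycles, and has no value once such values are left out. Its difference was -2.24 log2 units, and -0.23 with the mean of the other samples as baseline. That of CsZIK8-1 went from 1.77 to 1.095 with the median target Ct as reference.

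In sample 2, CsRAF37 was 10.4-fold higher, CsMPK7 (Csa4M045070.1) 7.40-fold, CsMPK20-2 (Csa6M423420.1) 5.80-fold and CsMEKK21-1 (Csa2M278170.1) 5.79-fold. CsRAF4 (Csa1M042730.1) was 3.14-fold lower and CsRAF30-2 2.13-fold lower. With Ct values above 35 left out, the difference of CsRAF37 fell from 3.38 to 1.005 log2 units, and without sample 6 it was 2.25. Leaving out the late values set sample 2 against samples 3 and 4 alone for this gene. The identifier that the tables give for CsMEKK21-1 is listed by the study for another member of its group, so which of these genes its values describe is open. The same holds for CsZIK5. CsZIK5 was higher in sample 2 by 1.43 log2 units, CsMKK6 by 1.87 and CsMPK13 by 1.56. The differences of CsMPK7 and CsMPK20-2 in sample 2 fell from 2.89 and 2.54 to 1.85 and 1.48 log2 units with the median target Ct as reference. Under that setting CsRAF30-2, CsZIK5, CsMKK6 and CsMPK13 were at -1.83, 1.09, 0.35 and 0.99. That of CsRAF4 went from -1.65 to -1.14 with the common EF1a Ct.

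In sample 3, CsZIK4-3 (Csa1M695390.1) was 6.89-fold higher, CsRAF37 4.73-fold, CsRAF36-2 (Csa1M074900.1) 3.05-fold and CsRAF19-2 2.90-fold. CsMEKK17-2 was 4.79-fold lower and CsMKK4 (Csa3M651720.1), whose Arabidopsis homolog acts upstream of MPK3 and MPK6, 3.45-fold lower. The differences of CsRAF36-2 and CsRAF19-2 went from 1.61 and 1.54 to 0.02 and 0.40 log2 units with the median target Ct as reference, that of CsMKK4 from -1.79 to -3.01 and that of CsZIK4-3 from 2.78 to 2.03. The difference of CsMEKK17-2 was -0.93 with the mean of the other samples as baseline.

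In sample 4, CsRAF37 was 5.66-fold higher, CsRAF19-2 4.04-fold, CsMKK9 (Csa1M042980.1) 3.45-fold and CsRAF4 2.74-fold. CsRAF41-1 (Csa3M840390.1), 2.60-fold lower, was the 1 gene called lower, and its difference of -1.38 log2 units became -0.37 with the mean of the other samples as baseline. For CsRAF37 the differences in samples 3 and 4, 2.24 and 2.50 log2 units, turned to -0.70 and -0.31 when Ct values above 35 were left out, and were 0.99 and 1.38 without sample 6. Leaving out late Ct values drops samples 1, 5 and 6, where CsRAF37 was low, so samples 2 to 4 were compared only with each other. The lost contrast was thus set in advance and shows no change of direction.

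In sample 5, the 2 genes called higher were CsMPK20-2, 5.85-fold, and CsMPK20-1, 3.84-fold, both MAPKs with a TDY motif in the activation loop. These 2 genes alone shared 1 EF1a row, so an error of that row would move both. CsRAF37 was 23.4-fold lower, at a Ct of 37.3 cycles, and CsMEKK13 6.69-fold lower. The difference of CsRAF37 was -4.55 log2 units, and -2.99 with the mean of the other samples as baseline. That of CsMEKK13 was -2.74 log2 units, and -1.38 with the median target Ct, -1.81 with the common EF1a Ct and -1.87 with the mean of the other samples as baseline.

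In sample 6, CsMEKK17-2 was 190-fold lower and CsRAF37 121-fold lower. Both values rest on Ct values above 35, 36.4 and 39.6 cycles, and have none in their place once such values are left out. Their differences of -7.57 and -6.91 log2 units became -5.69 and -5.003 with the median target Ct as reference. CsRAF35 was 7.53-fold higher, CsMPK6 (Csa6M365750) 2.11-fold, CsRAF4 2.09-fold and CsMEKK4-2 (Csa5M166980.1) 2.07-fold. The calls of CsMPK6, CsRAF4 and CsMEKK4-2 lay close to the 2-fold limit, with differences of 1.08, 1.06 and 1.05 log2 units. With the common EF1a Ct those of CsMPK6, CsRAF4 and CsMEKK4-2 were 0.58, 0.50 and 0.47, all under the 2-fold limit, and with the median target Ct they were 2.41, 1.98 and 1.88. The baseline of CsRAF35 was sample 4, at a Ct of 35.1 cycles, and its difference of 2.91 log2 units was 2.24 without such values, 4.15 with the median target Ct and 2.38 with the common EF1a Ct.

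A gene was called preferential for a sample when its highest level was at least 2-fold above the second highest. This held for 9 of 57 genes. In sample 1 these were CsZIK1 (16.1-fold above the second highest sample), CsRAF30-2 (6.25-fold), CsRAF47 (3.79-fold) and CsMKK2-2 (2.28-fold). In sample 2 they were CsMEKK21-1 (4.12-fold), CsMEKK17-1 (2.79-fold), CsMPK7 (2.64-fold) and CsRAF6 (2.43-fold). CsRAF35 (3.10-fold) was the 1 such gene in sample 6. With the median target Ct as reference there were 19 preferential genes, 7 of them shared with these 9 and for the same sample. The call was lost for CsMKK2-2, at 3.47 in sample 1 against 3.38 in sample 6. It was also lost for CsMEKK17-1, at -1.74 in sample 2 against -2.41 in sample 5. With the common EF1a Ct there were 14 preferential genes, 8 of them shared with the 9. The call was then lost for CsRAF35, at -8.71 in sample 6 against -9.68 in sample 3. The study reports CsZIK1 and CsRAF3 as predominant in root, CsMPK7 as preferential in stem and CsZIK5 as relatively high in stem. It describes CsMKK2-2 as expressed mainly in root, stem and fruit. No column carries a tissue, so these statements could not be matched to samples. With the deposited ratios CsZIK1 and CsRAF3 shared their highest sample, and so did CsMPK7 and CsZIK5. Of the other genes singled out by the study, CsRAF3 was highest in sample 1, with a difference of 1.33 log2 units, and CsZIK5 in sample 2, and neither was preferential. CsRAF3 had an EF1a row of its own, at 25.3 cycles in sample 1 and 22.4 in sample 2, and its own Ct was earliest in sample 2, at 30.6 cycles. With the common EF1a Ct it was highest in sample 2, with differences of 0.17 in sample 1 and 0.79 in sample 2, and with the median target Ct it was highest in sample 4 and at -0.33 in sample 1. If the row of CsRAF3 reflects a run with different cDNA input, only the deposited ratio corrects for it, which was not tested.

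The gene lists fixed before the data were examined were compared with random lists of genes of similar mean level. These percentiles describe the 6 samples and are not p-values, and both the counts and the medians of the lists moved with the reference. Each of the 11 lists was placed in each of the 6 samples, and lists share genes. The percentiles given here and below are a selection that includes the most extreme, made without a stated rule. Among so many placements some extreme percentiles can arise without any pattern, so no single one was taken as a finding. The median target Ct centres every sample, and in sample 6 the median over all genes went from -1.25 to 0.20 with it. In that setting the list medians of sample 6 moved with this centring, and a changed sign shows no change of direction by itself. Of the 10 MEKK genes, 2 were higher and 6 lower in sample 6, with a median difference of -2.42 log2 units (percentile 2.90 of 10000 random lists). With the median target Ct as reference 4 were higher and 4 lower (median -0.42), and with the common EF1a Ct none was higher and 6 were lower (median -2.34). In sample 5 none of them was higher and 5 were lower (median -1.16, percentile 21.4), against 4 and 3 with the median target Ct (median -0.32) and none and 4 with the common EF1a Ct (median -0.78). Of the 9 ZIK genes, none was higher and 6 were lower in sample 6 (median -2.38, percentile 18.7), against 1 and 4 with the median target Ct (median -0.95) and none and 6 with the common EF1a Ct (median -2.71). Of the 22 RAF genes, 2 were higher and 13 lower in sample 6 (median -1.32, percentile 56.1), against 5 and 7 with the median target Ct (median 0.19) and 1 and 15 with the common EF1a Ct (median -1.59). In sample 3 the RAF genes had 6 higher and 1 lower (median 0.76, percentile 97.2), against 2 and 1 with the median target Ct (median 0.26) and 5 and 1 with the common EF1a Ct (median 0.75). Of the 10 MAPK genes, 1 was higher and 5 were lower in sample 6 (median -1.02, percentile 41.9), against 4 and 3 with the median target Ct (median 0.50) and none and 5 with the common EF1a Ct (median -1.21). Of the 6 MAPKK genes, none was higher or lower in sample 6 (median -0.23, percentile 85.7), against 4 higher and none lower with the median target Ct (median 1.47) and none and 2 with the common EF1a Ct (median -0.35). Among the lower genes of sample 6, CsMEKK13, CsMEKK17-1, CsMEKK17-2 and CsMEKK21-1 were read there at Ct values of 35.4 to 38.2 cycles. CsZIK6, CsZIK8-1 and CsZIK8-2 were read at 36.2 to 36.8 cycles, and CsRAF37 at 39.6. All of these lie above 35 cycles, where detection is less precise.

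The other lists were defined by motif and by role of the Arabidopsis homologs. Their percentiles are likewise a selection from all samples. The immunity and stomatal module (CsMPK3, CsMPK6, CsMKK4, CsMKK9, CsMEKK4-1 and CsMEKK4-2) had 3 of 6 members higher and 1 lower in sample 6 (median 0.84, percentile 99.6). The 3 higher members, CsMPK6, CsMEKK4-1 and CsMEKK4-2, lay close to the limit. With the median target Ct 4 members were higher and 1 lower (median 2.11), with the common EF1a Ct none was higher and 2 were lower (median 0.32), and with an efficiency of 1.9 per cycle none was higher and 1 was lower at a median of 0.77. Its lower member was CsMPK3, at -3.75 log2 units. In sample 3 this module had none higher and 3 lower (median -0.76, percentile 2.40), against 1 and 4 with the median target Ct (median -1.77) and 1 and 4 with the common EF1a Ct (median -2.01). The 4 MAPKs with the TDY motif had 2 higher and 1 lower in sample 5 (median 0.67, percentile 98.3), against 2 and none with the median target Ct (median 1.18) and 2 and 1 with the common EF1a Ct (median 0.50). As deposited, this list was split in sample 5. CsMPK20-2 and CsMPK20-1, which share 1 EF1a row, were at 2.55 and 1.94 log2 units, and CsMPK9-1 and CsMPK16 at -0.60 and -1.07. The median thus describes none of the members. In sample 2 the 4 TDY MAPKs had 2 higher and none lower (median 1.17, percentile 95.2), against 1 and none (median 0.72) and 2 and none (median 1.16) in the same 2 settings. In sample 6 they ran the other way, with none higher and 3 lower (median -1.67, percentile 27.4), against 1 and 2 (median -0.58) and none and 3 (median -2.43). The 6 analysed MAPKs with the TEY motif had none higher and 3 lower in sample 5 (median -1.005, percentile 8.69), against none and 2 with the median target Ct (median -0.38) and with the common EF1a Ct (median -0.94). The RAF kinases related to CTR1, a regulator of ethylene signalling, and EDR1 had 1 of 5 higher and 2 lower in sample 2 (median -0.83, percentile 2.40), against 1 and 3 with the median target Ct (median -1.15) and 1 and 2 with the common EF1a Ct (median -0.44). The clade linked to abscisic acid signalling had none of 10 members higher and 5 lower in sample 6 (median -1.63, percentile 23.6). These include CsMEKK13, CsMEKK17-1, CsMEKK17-2 and CsMEKK21-1, read there at Ct values above 35. With the median target Ct, which centres every sample, 4 were higher and 4 lower (median 0.39, beside 0.20 over all genes). With the common EF1a Ct none was higher and 5 were lower (median -1.51). The cytokinesis and MPK4 module had none of 5 members higher and 3 lower in sample 5 (median -1.01, percentile 11.5), against none and 3 with the median target Ct (median -1.08) and none and 1 with the common EF1a Ct (median -0.82).

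To compare duplicated genes, levels were correlated over the 6 samples for 6 pairs. The study describes CsMEKK4-1 and CsMEKK4-2, and CsRAF34, CsRAF41-1 and CsRAF41-2, as having highly similar patterns over organs. It describes the patterns of CsMPK4-1 and CsMPK4-2, and of CsMKK2-1 and CsMKK2-2, as different. With 6 values per gene, a test that is not passed does not show that patterns differ. With the deposited ratios no correlation passed the exact permutation test after Benjamini-Hochberg adjustment over the 6 pairs. With the common EF1a Ct, a setting chosen after the data were seen, 2 pairs did, CsMKK2-1 and CsMKK2-2 (r = 0.94) and CsRAF41-1 and CsRAF41-2 (r = 0.93), with an adjusted exact p = 0.0125 each. All genes then share 1 reference per sample, which can itself raise r. No background over all pairs and no r with 1 sample left out is given for that setting. As deposited, CsRAF41-1 and CsRAF41-2 had the highest, with Pearson's r = 0.91 (two-sided exact permutation p = 0.0139, adjusted p = 0.0833) and Spearman's rho = 0.77 (exact p = 0.103, adjusted p = 0.262). Both genes were divided by the same EF1a row, shared by 14 genes, which can raise r in the same way. Their r was 0.77 without the 2 samples farthest from the median of CsRAF41-1, and 0.70 without sample 6 alone (exact p = 0.192). For CsMEKK4-1 and CsMEKK4-2, r was 0.75 (exact p = 0.101, adjusted p = 0.203), rho was 0.66 (exact p = 0.175, adjusted p = 0.262), and r without the 2 farthest samples was 0.63.

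The identifier given for CsRAF34 is listed by the study for a MEKK gene, so which gene its values describe is open. For CsRAF34 and CsRAF41-1, r was 0.68 (exact p = 0.0958, adjusted p = 0.203) and rho was 0.83 (exact p = 0.0583, adjusted p = 0.262). For CsRAF34 and CsRAF41-2, r was 0.66 (exact p = 0.143, adjusted p = 0.215) and rho was 0.66 (exact p = 0.175, adjusted p = 0.262). Without samples 6 and 2, the farthest from the median of CsRAF34, r was -0.04 and 0.07, so both relations rested on those samples. Without sample 6 alone r was 0.32 in both. Their r was -0.32 and -0.47 with the median target Ct as reference. For CsMKK2-1 and CsMKK2-2, r was 0.39 (exact p = 0.479, adjusted p = 0.575), rho was 0.20 (exact p = 0.714, adjusted p = 0.857) and r without the 2 farthest samples was 0.29. Leaving out 1 sample, r was -0.18 without sample 1, 0.16 without sample 5 and 0.83 without sample 3. CsMKK2-1 was highest in sample 3 and CsMKK2-2 in sample 1, but CsMKK2-1 had an EF1a row of its own, at 24.5 cycles in sample 3 and 22.8 in sample 1, and its own Ct was earliest in sample 1, at 26.0 cycles. With the median target Ct as reference their r was 0.95 (exact p = 0.0333, adjusted p = 0.114), and with the common EF1a Ct it was 0.94 (adjusted exact p = 0.0125). If the separate row of CsMKK2-1 reflects a run with different cDNA input, both settings drop the correction for it, which was not tested. Over all 1596 pairs of the 57 genes the median r was 0.34 with the deposited ratios, and the r of the 6 pairs lay between percentiles 17.2 and 95.3. No such background is given for the other settings.

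**Figure D2:**
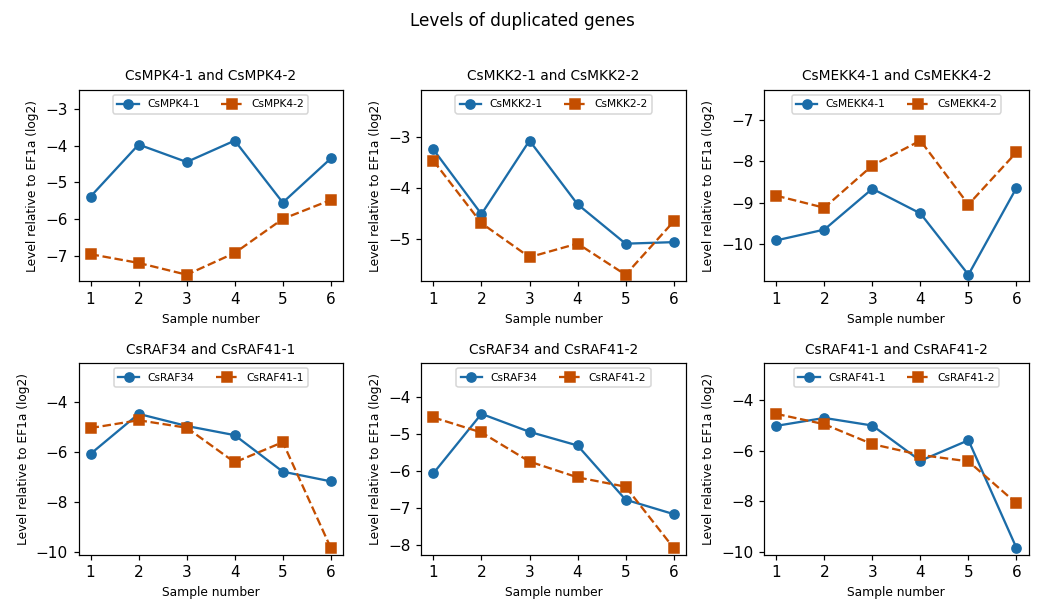
Level relative to EF1a (log2, vertical axis) in the 6 numbered samples (horizontal axis) for each duplicated pair, 1 value per gene and sample; lines join the values of a gene for reading only. CsRAF41-1 and CsRAF41-2 are both lowest in sample 6, whereas CsMPK4-2, computed from its own Ct, is highest there.

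For CsMPK4-1 and CsMPK4-2, the relative levels of CsMPK4-2 could not be used as deposited, because they repeat those of CsMPK3 in all 6 samples although the Ct values differ. Its level was computed from its own Ct and the EF1a Ct implied for CsMPK4-1, a choice made after the data were seen. On this scale CsMPK4-2 was highest in sample 6, at 1.47 log2 units above the median of the other samples and 1.43-fold above the second highest. With the EF1a Ct implied for CsMPK3 the latter was 1.84-fold, so both lay under the 2-fold limit for a preferential gene. CsMPK4-1 was lowest in sample 5, at -1.20, and highest in sample 4, at a level of -3.87 against -3.97 in sample 2. It was highest in sample 6 with the median target Ct and in sample 2 with the common EF1a Ct. Their r was -0.28 (exact permutation p = 0.633, adjusted p = 0.633), rho was -0.09 (exact p = 0.919, adjusted p = 0.919) and r without the 2 farthest samples was -0.20. It was -0.63 without sample 6, -0.45 without sample 1, -0.16 without sample 2 and 0.01 without sample 5. It was 0.60 with the median target Ct as reference, and with the common EF1a Ct 0.045.

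**Figure D3:**
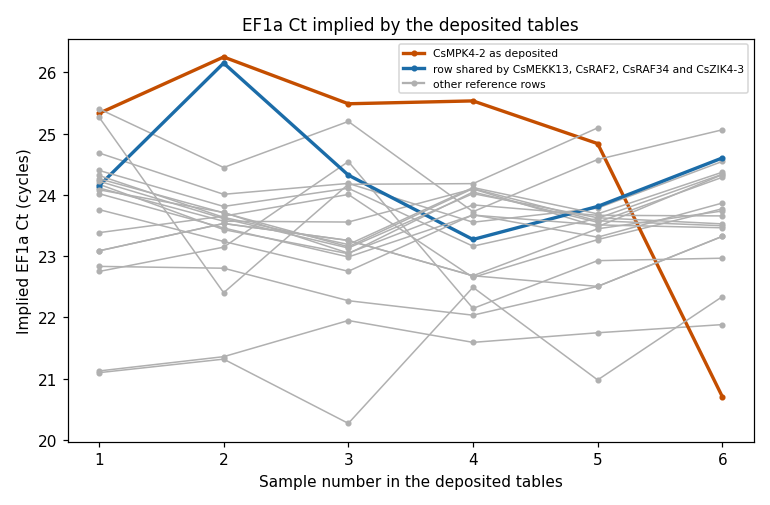
EF1a Ct (cycles, vertical axis) that the deposited Ct and relative levels imply in each numbered sample (horizontal axis), 1 line per distinct row. The row implied for CsMPK4-2 spans 5.54 cycles, against at most 2.88 cycles for any other, and the row shared by 4 genes including CsRAF34 stands at 26.2 cycles in sample 2.

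Male and female flower buds could not be compared, since no column is tied to either tissue.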

Values the study reported

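The study identified 14 CsMAPK, 6 CsMAPKK and 59 CsMAPKKK genes in the cucumber genome. It chose 11 CsMAPKs, 6 CsMAPKKs and 41 CsMAPKKKs for measurement by qRT-PCR.
It states 2 biological and 3 technical replicates of each sample for the PCR. Its methods also state that samples came from 3 biological replicates, so the number behind each averaged Ct is not settled.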

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

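The common EF1a Ct, the removal of sample 6 and the other treatments of CsMPK4-2 were chosen after the data were seen. A difference was taken as moved from 0.5 log2 units on, since no replicate spread was available, and the cause of the changes was not tested. The authors' fold-change table gave the same calls and correlations by construction, and including CsMPK4-2 from its own Ct moved no count by over 1.5 times. The median target Ct as reference centres every sample, so its balanced counts of higher and lower genes were largely set in advance. With it, higher genes numbered 8 (sample 2), 5 (sample 3), 16 (sample 4), 8 (sample 5) and 18 (sample 6). Lower genes numbered 10 (sample 1), 12 (sample 2), 4 (sample 4) and 18 (sample 6), and preferential genes 19. In this setting r turned to 0.60 for CsMPK4-1 and CsMPK4-2, -0.32 for CsRAF34 and CsRAF41-1, and -0.47 for CsRAF34 and CsRAF41-2. Of the 342 pairs of gene and sample, 3 were called in the opposite direction. With the common EF1a Ct, sample 4 had 12 higher and 5 lower genes, sample 6 had 1 higher gene and 14 genes were preferential. In that setting r was 0.045 for CsMPK4-1 and CsMPK4-2. It was 0.94 for CsMKK2-1 and CsMKK2-2 and 0.93 for CsRAF41-1 and CsRAF41-2, both now past the exact permutation test (adjusted p = 0.0125 each). A reference shared by all genes can itself raise r. An efficiency of 1.9 left 2 lower genes in sample 2 and 1 higher gene in sample 6. The mean of the other samples as baseline gave 2 lower genes in sample 2, 2 lower in sample 4, 4 higher in sample 5 and 3 higher in sample 6. Without sample 6, 9 genes were higher and 9 lower in sample 1, 4 were lower in sample 4, and 4 list medians reached 1 log2 unit either way, against 10 with all samples, of which 6 were medians in sample 6 itself and go with it. Without the 2 farthest samples r was -0.035 for CsRAF34 and CsRAF41-1. With Ct above 35 left out, CsRAF37 turned to -0.70 in sample 3 and -0.31 in sample 4, where only samples 2 to 4 were left to compare. Leaving out replicates was not run, and the male and female bud comparison has no alternatives. No paired analysis was possible because each tissue has 1 sample and the columns carry no tissue.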

Other observations

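All tests of explanations below were chosen after the results they address were seen. Across genes, which are not independent replicates, the levels in sample 6 correlated least with those in the other samples, with a median r of 0.68, against 0.78, 0.84, 0.84, 0.89 and 0.84 for samples 1 to 5. The difference of CsMPK3 in sample 6 was -3.75 log2 units, or -2.555 with the median target Ct and -4.295 with the common EF1a Ct. That of CsMPK6, which acts beside it in Arabidopsis immunity, was 1.08, or 2.41 with the median target Ct and 0.58 with the common EF1a Ct.

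The median level in sample 6 was 1.25 log2 units below that of the other samples. An early EF1a reading would lower all levels, but the implied EF1a Ct in sample 6 was later than the median of the other samples, by 0.48 cycles as a median over 19 rows (quartiles 0.138 and 0.618). The target Ct was later by 1.60 cycles, so less cDNA together with more EF1a transcript could shift the median, and with 1 reference gene this stays open. A single shift of all genes does not account for the differences between genes: among 46 genes with no Ct above 35 or blank, the quartiles of the differences in sample 6 were 2.27 log2 units apart, against 0.816 to 1.22 in the other samples. A difference between tissues also stays open and was not tested, since the tissue of sample 6 is not given.

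The relative levels of CsMPK4-2 and CsMPK3 were identical in the authors' deposited table. Equal transcript levels are argued against by the Ct values, whose difference between the genes varied by 5.95 cycles over the 6 samples. A second entry of the row of CsMPK3 under CsMPK4-2 is a candidate explanation: it implies an EF1a Ct for CsMPK4-2 that varied by 5.54 cycles, against at most 2.88 in any other row, while the row implied for CsMPK3 was shared with CsMPK1. No biological explanation was tested. The own Ct of CsMPK4-2 was lowest in sample 6, at 27.4 cycles, where the repeated row is lowest too, at 0.00993 of EF1a, so the deposited profile and the Ct point in opposite directions there.

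For CsMEKK13, CsRAF2, CsRAF34 and CsZIK4-3 the implied EF1a Ct in sample 2 was 2.62 cycles later than the median of the other rows. Their target Ct in sample 2 was later as well: their median difference from the other samples exceeded that of the remaining genes by 1.76 cycles, at percentile 99.9 of random sets of 4 genes. This argues against a late EF1a reading alone and leaves less cDNA in that run as a candidate, for which the deposited ratio would correct. The EF1a excess of 2.62 cycles was larger than the target excess of 1.76 cycles, so the ratio may then overcorrect. The argument rests on 4 genes, and lower transcript levels of these genes in sample 2 stay open and were not tested. The choice matters for all 4: the differences in sample 2 of CsMEKK13, CsRAF2, CsRAF34 and CsZIK4-3 were 0.41, 0.58, 1.61 and 2.05 log2 units as deposited, and -1.09, -1.89, -0.94 and -0.08 with the common EF1a Ct.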
